A study of Homo sapiens with 4 samples.

How the data were processed

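Transcripts were measured by long-read PacBio sequencing of complementary DNA (Iso-Seq) in cortical neurons induced from human pluripotent stem cells. Per the labels, the libraries followed a modified protocol in which first-strand synthesis used the MarathonRT reverse transcriptase, and the molecule was polyadenylated RNA. There were 4 libraries, 1 per group: a control with a non-targeting guide RNA, a TDP-43 knockdown, a treatment with 5-azacytidine, and the treatment and the knockdown together. Groups were taken from the treatment label of each library.

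Per the file headers, reads were aligned with minimap2 to hg38, and the source field of the deposited annotation names Bambu, a program that finds unannotated transcripts and assigns reads to transcripts. Versions and settings of both programs were not stated. The deposited gene table holds estimated counts of reads per gene. The deposited transcript tables hold estimated counts, in which a read that fits several transcripts is divided among them, estimated counts of full-length reads, and counts of reads assigned to 1 transcript alone. The deposited CPM table was tested against the counts: its denominator is the column sum of the gene table, not of the transcript table. CPM values were used only for that test. The annotation is shared by the 4 libraries, so unannotated transcripts were found over the libraries together.

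Every deposited gene count was even to within 0.00031, and so was every count of uniquely assigned reads: 0 odd values occurred in any library. After division by 2, between 58.7% and 59.1% of the nonzero gene values in a library were odd, as whole reads would give. A count of 2 was therefore treated as 1 read and all counts were divided by 2. The tests had been designed for 1 count per read. Read numbers below are the halved values, rounded to whole numbers, and the effect of not halving is given with the other alternatives. The labels and headers do not state why values are even.

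The extended annotation held 392871 transcripts, of which 10347 were unannotated: 9528 in annotated genes and 819 in 786 unannotated genes. Of 166654 versioned transcripts shared with GENCODE 29, 99.96% had the same chromosome and exons, so coordinates are those of hg38. Gene symbols were assigned through the unversioned gene identifier for 60555 of 77187 annotated identifiers (78.5%), and for 8099 of the 8145 genes tested. An unannotated exon locus was a merged set of exons of unannotated transcripts that overlap no annotated exon on the same strand. There were 2331 such loci in 1683 annotated genes.

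With 1 library per group, the main tests do not compare the conditions. Additive models, listed among the alternatives, do so by letting the interaction serve as error. Each gene was compared between 2 libraries by a two-sided exact binomial test given effective library sizes (TMM factors from edgeR 4.0.16), with Benjamini-Hochberg adjustment over the 8145 genes with a mean of at least 20 reads. Such a test compares the reads of those libraries, not the conditions. A call therefore required an adjusted p-value under 0.05, an absolute log2 ratio of at least 1 (pseudocount 0.5) and the same direction in both of 2 pairs that share no library. For the knockdown, the pairs were knockdown against control and combined treatment against azacytidine. For azacytidine, they were azacytidine against control and combined treatment against knockdown. The remaining way to pair the libraries, knockdown against control and azacytidine against combined treatment, served as the level of the rule for neither treatment. A call there is a gene whose knockdown ratio has opposite signs in the backgrounds.

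Loci and transcripts were compared by a two-sided Fisher's exact test of their rounded reads among the transcript reads of the gene. A call required an adjusted p-value under 0.05, a change of at least 10 percentage points and the same direction in both pairs. Loci needed at least 10 reads in total and a mean of at least 20 transcript reads for the gene, which left 169 loci. The same minimums and at least 2 transcripts per gene left 15446 transcripts. Intervals of shares are 95% Wilson intervals, intervals of ratios are exact 95% Clopper-Pearson intervals, and the limit for a count of 0 is 3 reads. They cover counting error only, since amplified molecules are not independent.

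Before the data were examined, 7 gene lists were written from general knowledge, and the settings and alternatives were fixed. A list was described by its median log2 ratio over members with a mean of at least 5 reads and by the percentile of that median among 10000 random lists of the same size matched on mean expression. For list members, adjustment over all genes covered the 13789 genes with a mean of at least 5 reads. The genes named were fixed by rule: TARDBP, members of the TDP-43 and germline lists, the 5 highest and 5 lowest calls of each gene comparison by the smaller absolute log2 ratio of the pairs, and the 6 loci or transcripts that rose most and the 3 that fell most. After calls had been seen, 2 further lists were written, of neural progenitor genes and of ATF4 target genes. Their members had not been seen as gene calls when the lists were written, but their medians were first computed before the expected outcome was written down.

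The procedures were tested on simulated data. All planted changes were well above the calling thresholds, so recovery of changes near the thresholds was not measured. With 200 of 8145 genes changed in both knockdown libraries, the rule recovered 90% under counting error alone with 0 false calls. With the dispersion fitted to these libraries (biological coefficient of variation 0.22), it recovered 90.5% and made 21 false calls among 7945 unchanged genes. For 40 changed loci among 169, each raised by 40 percentage points under counting error alone, it recovered 55% with 0 false calls among 129.

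Alternatives tried were total counts and DESeq2 1.42.0 size factors in place of TMM, other filters, thresholds and pseudocounts, sums of uniquely assigned counts, additive models in edgeR (quasi-likelihood test) and DESeq2 in which the interaction serves as error (for the crosswise pairs, the knockdown effect serves as error), other transcript counts, other locus definitions, and, chosen after seeing the data, unhalved counts and removal of a lowess trend of each library on transcript length (statsmodels 0.14.6, fraction 0.3). Computations used R 4.3.3, Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.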

Results

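Full-length transcripts were sequenced from cortical neurons induced by doxycycline-driven NGN2 from KOLF2.1J, an established human induced pluripotent stem cell line that here also carried a CRISPR interference construct. A lentiviral guide RNA either targeted the gene of TDP-43, an RNA-binding protein that represses the splicing of unannotated (cryptic) exons, or targeted no gene. Neurons were cultured with or without 5 µM 5-azacytidine, an inhibitor of DNA methylation, for 72 hours. Each of the 4 groups had 1 library, so no difference below has a replicate check. The control library held 595158 reads assigned to genes, the knockdown library 767621, the azacytidine library 466337 and the library with both treatments 477622.

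The targeted gene was examined first. TARDBP (ENSG00000120948.19, chromosome 1, 11012344 to 11030528, hg38) had 104 reads in the control library and 72 in the knockdown library, and 73 reads in the azacytidine library against 43 with the knockdown added. Scaled to effective library size, the knockdown libraries held 62.6% and 60.1% of the level of their own control. The log2 ratio was -0.67 without azacytidine (95% interval -1.13 to -0.23, two-sided exact binomial p = 0.00245) and -0.73 with it (-1.31 to -0.17, exact p = 0.00904). Over all genes the adjusted p-values were 0.017 and 0.0573, so the ratio with azacytidine did not pass the adjusted threshold. TARDBP was lower in each library labelled as a knockdown, by less than the log2 threshold of 1. With sums of uniquely assigned counts the ratio with azacytidine was -0.71 with an exact p of 0.0617.

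Which genes differed with the knockdown was asked in both backgrounds. The rule called 79 of 8145 genes, 51 higher and 28 lower, while 44 genes were called when the libraries were paired crosswise, 33 higher and 11 lower. The correlation of log2 ratios between the knockdown pairs, across genes, was weak (Spearman's rho 0.17), and genes are not independent replicates. The alternative that moved the count most was the additive edgeR model, which called 3 genes. The split also moved with the scaling, since total counts gave 67.1% lower calls and DESeq2 size factors 57.7%, against 35.4% with TMM. Under TMM the median log2 ratio of all genes in the pair without azacytidine was 0.18, and under total counts it was -0.04.

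The gene with the highest rank among those that rose was MVP (ENSG00000013364.19, chromosome 16, 29820394 to 29848039). It had 6 reads in the control and 58 in the knockdown library, and 9 against 93 reads with azacytidine. RMST, a long non-coding RNA gene (chromosome 12, 97386565 to 97598415), rose from 40 to 714 reads and from 7 to 50 reads. INSYN2A rose from 5 to 75 reads and from 10 to 60, ELAPOR1 from 10 to 96 and from 15 to 74, and GNE from 6 to 41 and from 7 to 33. Among genes that fell, ARPC1B (chromosome 7, 99374249 to 99394816) had 51 reads in the control and 6 in the knockdown library, and 44 against 5 with azacytidine. FTH1 fell from 14 to 2 reads and from 63 to 8 reads. CENPK fell from 85 to 23 and from 21 to 2. ARL6IP4 fell from 30 to 10 and from 70 to 18, and PTMA from 172 to 49 and from 145 to 45. FTH1 and PTMA have near-identical processed copies, so their counts are uncertain. The genes called lower had a median transcript length of 1483 bases, against 4013 over all genes tested.

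Which genes differed with azacytidine was asked in the same way. The rule called 800 of 8145 genes, 239 higher and 561 lower, and log2 ratios in the 2 pairs correlated across genes with a Spearman's rho of 0.58. The additive edgeR model called 835 genes, of which 690 were shared with these 800. Sums of uniquely assigned counts moved the count most, to 130 genes.

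**Figure D1:**
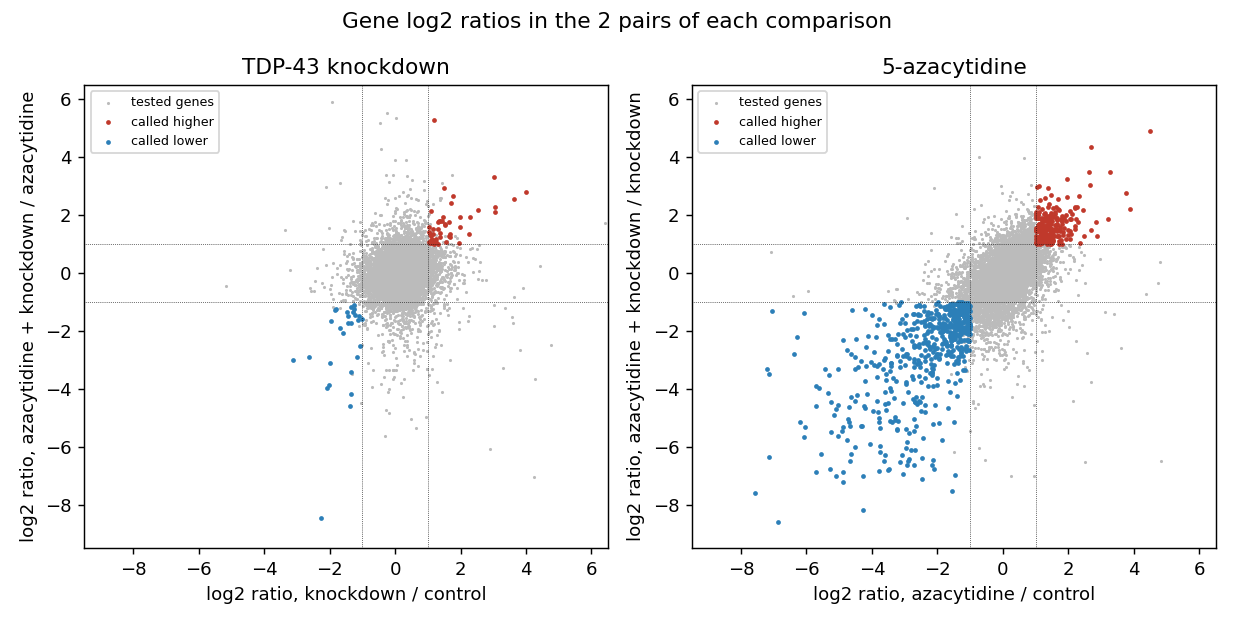
Log2 ratios of the 8145 tested genes in the pair without (horizontal) and with (vertical) the other treatment, for TDP-43 knockdown (left) and 5-azacytidine (right); each point is a gene, colours mark calls and dotted lines a log2 ratio of -1 and 1. The knockdown panel holds 79 calls and the azacytidine panel 800, of which 561 are lower; ratios of genes near 0 reads depend on the pseudocount of 0.5.

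ATF5 (chromosome 19, 49928702 to 49933935) had 8 reads in the control and 65 in the azacytidine library, and 7 against 60 reads with the knockdown. UNC5B rose from 3 to 38 reads and from 14 to 70 reads. VWA5B2 rose from 7 to 38 and from 9 to 55, CLMP from 9 to 47 and from 10 to 83, and HERPUD1 from 21 to 85 and from 26 to 119. Folds against a count of 0 were computed against the limit of 3 reads. COL4A6 (chromosome X, 108155607 to 108439497) had 103 reads in the control and 0 with azacytidine, at least 27.4-fold lower, and 114 against 0 in the other pair, at least 26.9-fold lower. Its neighbour COL4A5 was at least 20.2-fold lower, from 76 to 0 reads, and fell from 165 to 1 in the other pair. KITLG was at least 16.7-fold and 54.2-fold lower. The antisense gene EHBP1-AS1 was at least 7.44-fold and 16.5-fold lower, and its counts are uncertain because the use of strand in the counting was not stated. PAX6 (chromosome 11, 31784779 to 31817961) fell from 290 to 3 reads (95% interval of the log2 ratio -8.55 to -4.71) and from 313 to 4 reads (-7.68 to -4.42).

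In the crosswise pairs, LINC02315, MYO5B, ZNF460, LINC01876 and ARHGAP11A-DT ranked highest among genes higher with the knockdown alone and lower with it under azacytidine. LINC02315 had 2 reads in the control library, 53 with the knockdown, 57 with azacytidine and 0 with both. CROCCP3, KIAA0753, TTLL3, PARL and TNK2 ranked highest in the opposite direction, and CROCCP3 had 29, 7, 5 and 41 reads in the same order of libraries. CROCCP3 is a pseudogene with close relatives, so its counts are uncertain. The knockdown log2 ratio differed by at least 1 between backgrounds for 1546 of 8145 genes. This number was not tested, since the design gives an interaction no error term of its own. Models in which the knockdown effect serves as error called 0 genes for an interaction.

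Of the lists written beforehand, the proliferation genes moved most. Their median log2 ratio over 14 members was -2.73 with azacytidine without the knockdown and -2.88 with it, below all 10000 random lists in both pairs, and -2.82 and -2.48 with low counts raised to 3 reads. Adjusted over the list alone, 13 and 11 members were lower, and 12 and 10 when adjusted over all genes. With the knockdown the proliferation medians were -0.04 (percentile 17.2) and -0.47 (percentile 0.94). The former turned to 0.0028 with a mean of at least 20 reads. The latter was -0.15 with low counts raised to 3 reads and lay inside the random lists with a pseudocount of 2. MKI67 had 142 and 154 reads in the libraries without azacytidine and 2 and 1 with it. Of 12 pluripotency genes, POU5F1, NANOG, TDGF1 and L1TD1 had too few reads to test. POU5F1 had 2, 0, 2 and 0 reads and NANOG 0, 0, 2 and 0 in the control, knockdown, azacytidine and combined libraries. The 8 pluripotency genes tested had medians of -0.71 (percentile 0.71) and -0.76 (percentile 3.32) with azacytidine, where 4 and 5 members were lower, adjusted over the list alone and over all genes alike. Their knockdown medians were 0.08 and 0.29, inside the random lists, with 1 member higher and 0 lower in each pair, and total counts turned the former to -0.14 and removal of the length trend to -0.0903. The 19 p53 target genes had medians of 0.04 and -0.42 (percentiles 44.3 and 13.3) with azacytidine, and 0.07 and -0.07 with the knockdown. A mean of at least 20 reads turned the first of these to -0.31 and removal of the length trend to -0.00112, and the same removal and total counts turned the third to -0.14 and -0.16. Adjusted over the list alone and over all genes alike, 1 member was lower and 0 higher with azacytidine without the knockdown, and 4 were lower and 2 higher with it. With the knockdown, 2 were higher and 1 lower without azacytidine, and 1 lower with it. Among 15 neuronal genes the azacytidine medians were 0.35 (percentile 97.2) and -0.03 (percentile 73). With the knockdown they were 0.01 (percentile 6.45) without azacytidine and -0.44 (percentile 0.31) with it, where 6 members were lower and 1 higher adjusted over the list alone, and 4 and 1 over all genes. Without azacytidine 4 members were higher with the knockdown and 0 lower in either adjustment. With azacytidine, adjusted over the list alone, 7 were higher and 1 lower without the knockdown and 3 higher and 5 lower with it, and over all genes 5 and 1, and 3 and 5. Total counts turned the value of 0.01 to -0.21 and that of -0.03 to 0.16, and removal of the length trend turned them to -0.0419 and 0.0568.

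The 26 TDP-43 cryptic splicing targets had a knockdown median of 0.14 without azacytidine (percentile 27.6) and 0.13 with it (percentile 69.7), inside the random lists, and total counts turned the former to -0.0856 and removal of the length trend to -0.0913. Without azacytidine the median of all genes with a mean of at least 5 reads was itself 0.14. Adjusted over the list alone, 4 members were higher and 2 lower without azacytidine, and 6 higher and 3 lower with it. Adjusted over all genes these were 3 and 1, and 6 and 2. STMN2 had 117 and 104 reads in the pair without azacytidine and 140 and 64 in the pair with it (log2 ratio -1.10, exact binomial adjusted p = 1.15e-05). CELF5 had 68 and 86 reads, then 91 and 6 (log2 ratio -3.80, adjusted p = 1.24e-17). Gene counts include reads that fit none of the transcripts of the gene. STMN2 reads that fit a transcript fell more, from 80 to 31 without azacytidine and from 93 to 18 with it. The list medians rest on gene counts and can miss such a fall. The same list was higher with azacytidine, with medians of 0.47 (percentile 99.9) and 0.41 (percentile 99.7). There, 11 and 13 members were higher and 3 and 4 lower adjusted over the list alone, and 9 and 11 higher and 3 and 4 lower over all genes. Of 26 germline genes that DNA methylation silences, 1, STK31, reached a mean of 5 reads, with 11, 3, 2 and 4 reads in the control, knockdown, azacytidine and combined libraries. The whole list summed to 27, 16, 14 and 27 reads, or 43.6, 23.4, 28.3 and 55.7 CPM of effective library size. Compared after these sums were seen, the total had a log2 ratio with azacytidine of -0.62 without the knockdown (95% interval -1.67 to 0.36, two-sided exact binomial p = 0.211) and 1.26 with it (0.31 to 2.25, exact p = 0.00515). The pairs went in opposite directions, so a rise of the total did not repeat. Among members too low to test, TDRD1 had 0 and 0 reads without azacytidine and 4 and 5 with it. Others went the opposite way, such as PIWIL2, with 4 and 1 reads without azacytidine and 0 and 0 with it. SYCP3 had 1 and 5 reads against 0 and 0. For interferon-stimulated genes, 2 of 17 matched members could be tested, with azacytidine medians of -1.46 and 0.02 and knockdown medians of -0.33 and 1.15, all inside the random lists. With 1 member left at a mean of 20 reads, 3 of these values changed direction or side of the threshold, and removal of the length trend turned 0.02 to -0.00179.

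**Figure D2:**
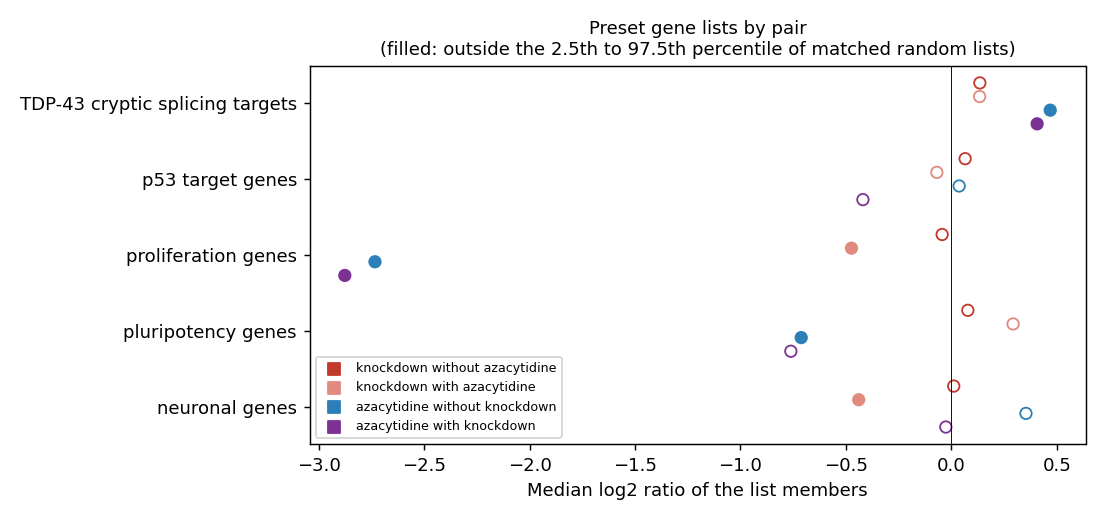
Median log2 ratio (horizontal) of the members of the 5 preset lists with more than 2 tested members, in each of the 4 pairs (colours); filled points lie outside the central 95% of 10000 matched random lists. Proliferation genes have medians of -2.73 and -2.88 with azacytidine, while TDP-43 targets stay inside the random lists in both knockdown pairs.

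How much of each library the unannotated transcripts took up was then measured. Their share of transcript reads was 7.08% in the control library (Wilson 95% interval 7.00 to 7.16), 6.72% with the knockdown (6.65 to 6.80), 7.97% with azacytidine (7.88 to 8.07) and 8.97% with both (8.87 to 9.08). After every library was drawn down to 90015 full-length reads, a median of 2163, 2276, 2428 and 2910 unannotated transcripts had at least 2 full-length reads in the same order. Full-length counts moved the shares most, to 10.2%, 10.4%, 11% and 12.8%.

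Whether the knockdown raised unannotated exons within genes was tested on 169 loci. The rule called 8 loci higher and 0 lower, with 10 higher and 0 lower at an unadjusted p under 0.05. The crosswise pairs gave 0 calls, and 0 at an unadjusted p under 0.05. The named loci were in CREB3, EPB41L4A, HDGFL2, CAMK2B, STMN2 and UBASH3B, and the remaining 2, in SEPTIN11 and AARS1, were named after their values were seen. Of the 169 tested loci, 4 were in genes of the preset TDP-43 list (STMN2, EPB41L4A, HDGFL2 and CAMK2B), and these 4 were all among the 8 called (two-sided Fisher's exact p = 2.13e-06, a comparison over loci).

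A read counted for a locus is an estimated read of the unannotated transcript that holds it. Such a read can be divided among transcripts and need not cross the exon. In STMN2, the locus was a last exon between annotated exons of the gene (chromosome 8, 79616822 to 79619794). It was in 0 of 80 transcript reads in the control library, which allows a share of up to 3.75%, and in 12 of 31 with the knockdown (38.7%, 23.7 to 56.2). With azacytidine it was in 2 of 93 reads (2.15%, 0.59 to 7.51), and with both treatments in 5 of 18 (27.8%, 12.5 to 50.9). The internal EPB41L4A locus (chromosome 5, 112267210 to 112267284) was in 0 of 24 and 0 of 39 reads without the knockdown, which allows shares of up to 12.5% and 7.69%. With it, the locus was in 23 of 40 (57.5%) and 19 of 25 reads (76.0%). The internal HDGFL2 locus (chromosome 19, 4492015 to 4492152) rose from 0 of 21 to 8 of 20 reads and from 0 of 28 to 13 of 28. In CAMK2B, a first exon (chromosome 7, 44222117 to 44224233) rose from 0 of 28 to 11 of 24 reads and from 0 of 42 to 13 of 45. The internal UBASH3B locus (chromosome 11, 122744155 to 122744189) rose from 0 of 33 to 12 of 49 and from 0 of 31 to 14 of 25. The CREB3 locus was a last exon outside the annotated gene (chromosome 9, 35738620 to 35738887). It was in 3 of 13 and 5 of 27 reads without and 16 of 17 and 20 of 25 with the knockdown. Its full-length reads did not rise, at 2 and 3 without and 1 and 1 with the knockdown. The internal SEPTIN11 locus (chromosome 4, 77032457 to 77032553) rose from 2 of 162 to 34 of 217 and from 0 of 130 to 39 of 114. The internal AARS1 locus (chromosome 16, 70272796 to 70272882) rose from 0 of 55 to 12 of 68 and from 0 of 59 to 13 of 99. Adjusted p-values of the 8 loci in the Fisher's exact tests were at most 0.0149 without azacytidine and 0.0269 with it. Reads assigned to the transcript of the locus alone were fewer, except in STMN2. With the knockdown, without and with azacytidine, they were 12 and 5 for STMN2, 7 and 8 for EPB41L4A and 7 and 10 for HDGFL2. They were 8 and 8 for CAMK2B, 3 and 5 for UBASH3B and 12 and 15 for CREB3. SEPTIN11 had 15 and 22, and AARS1 9 and 8. Without the knockdown CREB3 had 2 and 4, STMN2 0 and 2, SEPTIN11 1 and 0, and the others 0. Uniquely assigned counts left 62 loci to test and 1 call.

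**Figure D3:**
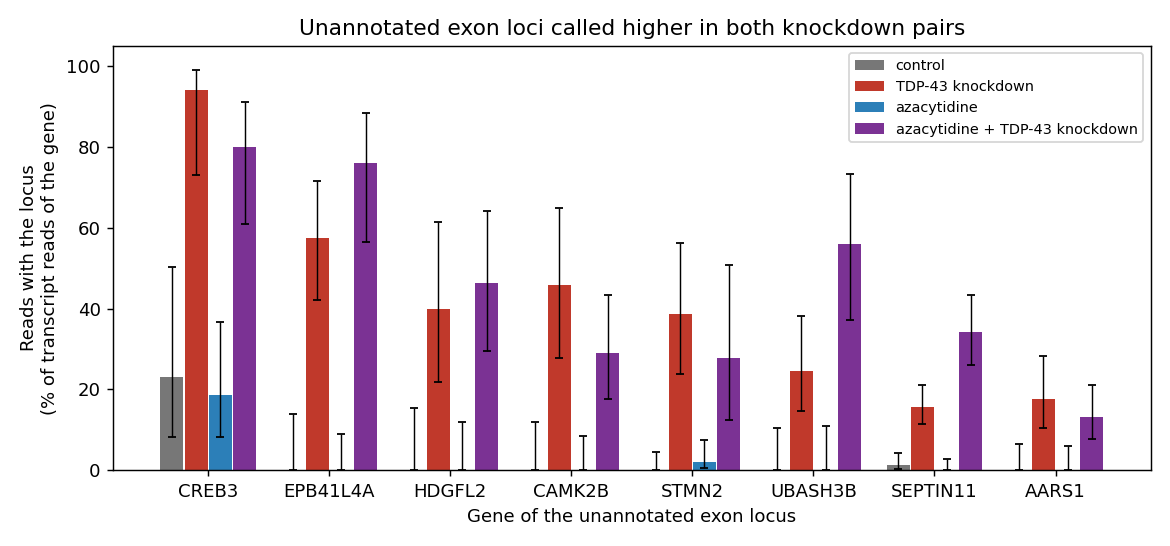
Estimated share of the transcript reads of a gene assigned to the transcript with its unannotated exon locus (vertical, percent). The 8 loci called higher with TDP-43 knockdown are shown. Bars are the 4 libraries and error bars 95% Wilson intervals, which cover counting error only and not the assignment of reads to transcripts. Shares without the knockdown are at most 23.1% (CREB3), and with it they range from 13.1% (AARS1) to 94.1% (CREB3).

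**Figure D4:**
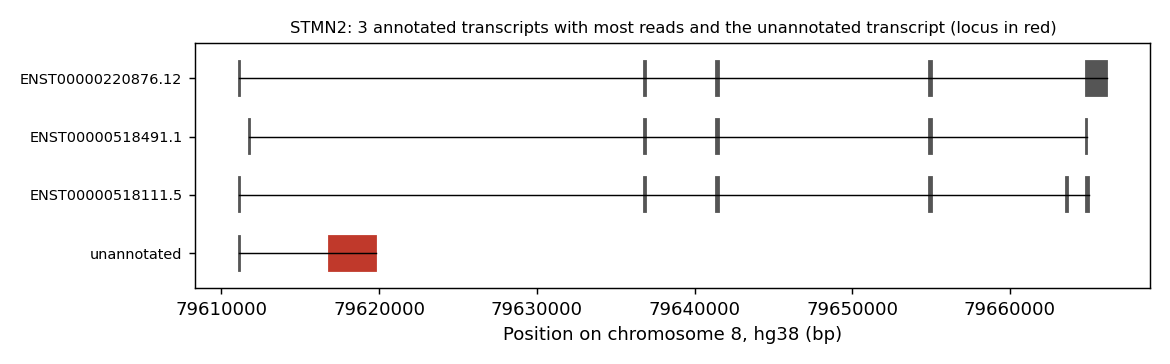
Exons (boxes) and introns (lines) along chromosome 8 (horizontal, hg38 position in bp) of the 3 annotated STMN2 transcripts with most reads and of the unannotated transcript. The red exon, 79616822 to 79619794, lies between the first and the second annotated exon and ends the unannotated transcript.

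For azacytidine, 1 locus was called higher and 1 lower. A first exon of SEMA3A (chromosome 7, 84150200 to 84150617) rose from 6.93% (7 reads) to 34.4% (11 reads) of transcript reads, and from 3.01% (4 reads) to 35.8% (19 reads) with the knockdown. A first exon of HIP1 (chromosome 7, 75639051 to 75639440) fell from 63 of 64 to 21 of 48 reads and from 58 of 71 to 16 of 41. Uniquely assigned counts gave 0 calls, with HIP1 holding 1, 5, 1 and 2 such reads at the locus in the control, knockdown, azacytidine and combined libraries.

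Over all transcripts, annotated or not, the knockdown rule called 58 higher and 54 lower in usage in 79 genes, and the azacytidine rule 74 higher and 99 lower in 133 genes. The crosswise pairs gave 37 higher and 46 lower. With uniquely assigned counts the knockdown, azacytidine and crosswise calls were 4, 11 and 3. These left 6097 transcripts to test, and the fewer reads and tests were not separated from the division of reads that fit several transcripts. The transcripts with the largest smaller change were in SRPRB, WASL, CREB3, ZNF721, SVIL and EPB41L4A for the knockdown and in ALDH1L2, HIPK1, NPAT, CALD1, SP1 and SH3PXD2A for azacytidine. Among transcripts that fell, they were in SRPRB, CREB3 and EPB41L4A for the knockdown, and in FBN1, CPEB2 and NPAT for azacytidine. In WASL, an unannotated transcript took 0% and 0% of the transcript reads without and 64.0% and 100% with the knockdown, where the latter rested on 10 reads.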

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

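The tests of gene share, of depth and of read completeness below were chosen after the result was seen. The test of transcript length and the simulation were fixed before their outcomes were known.

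A knockdown effect with opposite signs in the backgrounds was seen for 44 genes, each past the threshold in both pairs. The rule compares reads of single libraries, so it did not test the difference between conditions. Models in edgeR and in DESeq2 with the interaction as a term, where the knockdown effect serves as error, called 0 such genes. Counts simulated without an interaction, with the fitted common dispersion, gave between 4 and 16 such calls in 20 simulations, so common spread of that size did not account for 44. That dispersion was estimated from the same 4 libraries. A spread that is larger for some genes, such as those that vary between cultures, stays open, and so does an interaction of the treatments. After removal of the length trend 27 genes were called, of which 23 were shared with the 44.

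Reads that were counted for a gene but fit none of its transcripts are outside the transcript comparisons. Their nature was inferred from gene counts that exceed the sums over transcripts, and the settings of the gene counting, such as its use of strand, were not stated. They made up 36.1% of gene reads in the control library (Wilson 95% interval 36.0 to 36.2) and 41.5% with the knockdown (41.4 to 41.7), and 31.9% with azacytidine (31.7 to 32) against 39.6% with both treatments (39.5 to 39.8). The rise was not carried by a few genes, since the median gene differed by 3.46 and 5.02 percentage points, and 61.3% and 64.3% of genes were higher. Depth did not account for it, since the share rose by 7.74 points between libraries of 466337 and 477622 reads. A shift to longer transcripts did not account for it, since 108% and 102% of the rise was left when libraries were weighted to the transcript lengths of the control. Less complete reads in the knockdown libraries cannot be told apart from a change in splicing. The share of full-length reads among transcript reads was lower by 4.96 points without azacytidine (a change of -4.96) and by 4.45 points with it (-4.45), which both explanations would give, and each group has 1 library. Incompletely spliced transcripts with the knockdown may be a biological explanation, which stays untested. The full-length share also differed with azacytidine. It was 28.2% in the control and 35.7% in the azacytidine library, and 23.3% with the knockdown and 31.2% with both. The azacytidine results were not tested against this difference.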

How the results depend on the processing

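The alternatives were fixed before the data were examined, except unhalved counts, removal of the length trend and the settings of the 2 added lists, which were chosen after seeing the data. Of the values that answer a comparison, 130 kept their direction and side of the threshold, or stayed within 1.5 times for counts, and the others did not: 46 moved, 18 reversed, 2 became weaker and 1 stronger. The cause was not tested unless stated.

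Counts of genes changed by the knockdown, by azacytidine and in the crosswise pairs were 79, 800 and 44. They were 36, 256 and 15 with a mean of at least 50 reads (fewer genes tested), 11, 130 and 3 with sums of uniquely assigned counts, 225, 1221 and 90 with a threshold of 1.5-fold in place of a log2 ratio of 1, and 211, 1410 and 125 with unhalved counts, which count each read as 2 and let more genes (11091) reach the mean of 20. Of the 11, 130 and 3 calls with uniquely assigned sums, 4, 102 and 1 were among the 79, 800 and 44, so most of those 11 knockdown calls were other genes. The additive edgeR model gave 3 and 0 for the knockdown and crosswise pairs, and DESeq2 gave 11, 268 and 0. Removal of the length trend gave 27 crosswise calls. Total counts and DESeq2 size factors kept the counts within 1.5 times, but lower calls were 67.1% and 57.7% of the knockdown calls against 35.4%, and 43.8% and 38.2% of the crosswise calls against 25%. The knockdown ratio differed by at least 1 between backgrounds for 482 of 3541 genes with a mean of at least 50 reads. TARDBP kept its direction throughout, and with uniquely assigned counts its ratio with azacytidine was -0.71, where the exact p before adjustment was 0.0617 against 0.00904.

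Total counts turned the median without azacytidine to -0.0856 for TDP-43 targets, -0.16 for p53 targets, -0.14 for pluripotency genes and -0.21 for neuronal genes under the knockdown, and to 0.16 for neuronal genes under azacytidine with the knockdown. A mean of at least 20 reads turned p53 targets under azacytidine to -0.31, proliferation genes under the knockdown to 0.0028, neuronal genes to -0.0192, interferon-stimulated genes to 0.40 under the knockdown and to -0.67 under azacytidine with it, where 1 member was left, and the added progenitor list to 0.15 under the knockdown. No germline gene reached a mean of 20 reads, so that filter gave no germline value. The same filter took interferon-stimulated genes past the threshold under the knockdown with azacytidine, at 1.36. A pseudocount of 2 turned them to -0.0490 under azacytidine with the knockdown, and left proliferation genes under the knockdown with azacytidine at -0.33, inside the random lists.

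Removal of the length trend turned the median without azacytidine under the knockdown to -0.0913 for TDP-43 targets, -0.14 for p53 targets, -0.0903 for pluripotency genes and -0.0419 for neuronal genes. It turned p53 targets under azacytidine without the knockdown to -0.00112, and under azacytidine with the knockdown neuronal genes to 0.0568 and interferon-stimulated genes to -0.00179. TDP-43 targets under azacytidine with the knockdown kept their direction and moved from 0.41 to 0.80.

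The share of unannotated transcripts was 10.2%, 10.4%, 11% and 12.8% with full-length counts and 7.95%, 7.53%, 9.15% and 10.3% with uniquely assigned counts, in the order control, knockdown, azacytidine and both. With at least 5 full-length reads, 227, 294, 263 and 400 unannotated transcripts were detected.

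The 8 knockdown loci became 1 with uniquely assigned counts (62 loci tested), 1 with full-length counts (25 tested), 3 with a mean of at least 50 reads (43 tested) and 17 with unhalved counts (401 tested, 15 higher and 2 lower). The fewer loci tested account for part of the first 3. The 2 azacytidine loci became 0 with uniquely assigned counts and 14 with unhalved counts. The 0 crosswise loci became 1 with exact exon coordinates and 1 with unhalved counts. With transcripts that span the locus as denominator, 7 of the 8 knockdown loci were called, since the CREB3 locus is spanned only by its own transcript. Transcripts changed in usage by the knockdown and azacytidine, 112 and 173, became 4 and 11 with uniquely assigned counts, 3 and 9 with full-length counts, and 467 and 753 with unhalved counts. With uniquely assigned counts, 1 of the 4 and 10 of the 11 were among the 112 and 173. With full-length counts, 3 of the 3 and 7 of the 9 were. A mean of at least 50 reads gave 65 for the knockdown.

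Among values of named genes, loci and added lists, 363 kept their call, 41 became weaker, 1 became stronger and 1 reversed. The overlap of loci with repeats was not run, since it needs a masked genome, which was not used here. No pairing by replicate was possible because the groups share a single replicate number. Depth limits the germline list most, with at most 27 reads in a library.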

Other observations

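Tests of the progenitor and ATF4 lists, and of the length trend as the whole cause of knockdown calls, were chosen after the result was seen. For the exon loci, so were those of crosswise pairs, of the other pair, of read totals and of full-length reads. The other tests of the length trend and those of scaling and of drawing down reads were fixed before their outcomes were known, except that the requirement for a whole interval to clear 50% was added after the counts of calls left had been seen.

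The excess of lower calls under azacytidine kept its direction under 2 other scalings. Lower calls were 61.5% with total counts and 67.3% with DESeq2 size factors, against 70.1% with TMM. Of the 561 lower calls, 496 and 528 were kept, so the size of the excess depends in part on the scaling. All of these scalings are relative, so a change in total RNA was not tested. A transcript length trend between libraries did not account for most of the lower calls either. After its removal, 465 of the 561 lower calls (82.9%, Wilson 95% interval 79.6 to 85.8) remained. Of the 239 higher calls, 131 remained, so the trend may have contributed to the others. The list of 18 neural progenitor genes shares 0 members with the other lists. All 18 had reads in the control library, and 12 reached a mean of 5 reads. Their median log2 ratio with azacytidine was -1.68 without the knockdown and -2.87 with it, below all 10000 random lists, and -1.76 and -2.63 with low counts raised to 3 reads. With the knockdown the medians were -0.13 and -0.30, and a mean of at least 20 reads turned the former to 0.15. Adjusted over all genes, 4 members were higher and 0 lower in the former pair, against its negative median, and 1 was lower in the latter. The most abundant members fell less than MKI67. CDH2 had 321 and 465 reads without azacytidine and 103 and 123 with it, and ID4 165 and 162 against 68 and 17. Adjusted over all genes, 10 of the 12 members were lower with azacytidine in each pair. NES passed in neither, with 64 and 53 reads without azacytidine and 36 and 42 with it (log2 ratios -0.50 and 0.16). Lower proliferation with an unchanged cell composition would leave this list inside the random lists, where its medians were not found. A smaller share of progenitor-like cells after azacytidine may explain both lists, as a hypothesis. Lower transcription of these genes within the same cells would give the same values and stays open, and each group has 1 library.

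ATF5, HERPUD1, TRIB3 and SHMT2 among the genes raised by azacytidine, the last 2 singled out after their values were seen, led to a test of ATF4 targets, the genes of an amino-acid and endoplasmic-reticulum stress response. Of 20 genes on the list, none of which is on another list, 19 had reads in the control library and 17 were tested, and their median log2 ratio with azacytidine was 1.01 without the knockdown and 1.29 with it, above all 10000 random lists. It was 0.98 and 1.28 after removal of the length trend, so that trend did not account for it. Adjusted over all genes, 11 members were higher and 0 lower in each pair. With the knockdown the medians were -0.23 (percentile 0.71) and -0.03 (percentile 33.7), and removal of the length trend brought the former inside the random lists, at -0.19 (percentile 10.6). A stress response to azacytidine may be the source, as a hypothesis found and tested on these libraries. Differences between cultures other than the drug stay open.

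For the 8 unannotated exon loci higher under TDP-43 knockdown, differences that arose in each library on its own would give similar numbers of crosswise calls, and 0 were seen. A technical difference shared by both knockdown libraries gives no crosswise call, and their share of full-length reads was lower in both pairs. Less complete reads would not raise full-length reads at the loci. Except for CREB3, each locus had at most 1 full-length read per library without the knockdown, and 1 to 9 with it. That argues against less complete reads as the cause at these loci. CREB3 went the other way, from 2 to 1 and from 3 to 1. A difference unrelated to TDP-43 would not favour the preset TDP-43 list, whose 4 tested loci were all among the 8 called. Other shared technical differences were not tested and stay open. Noise in a knockdown library was argued against by the other pair, with 1 locus kept per transcript. Of 13 loci called higher in the pair without azacytidine, 13 rose in the other pair, against 93 of the remaining 152 (two-sided Fisher's exact p = 0.00447). Of 11 called with azacytidine, 10 rose in the pair without, against 78 of the remaining 154 (Fisher's exact p = 0.011). A rise there could be small, as it was for FLCN (1.46 points) and PKNOX1 (4 points), singled out after their values were seen. A rise was also seen in the pair with azacytidine, whose knockdown library held fewer transcript reads (288441 against 317711). More transcript reads in the knockdown library were therefore not needed for a rise. Of 13 loci called in that pair, 11 were higher (two-sided exact binomial p = 0.0225 against equal numbers higher and lower). That p-value does not set the called loci apart, since loci rose there in general, by a median of 4 points over the 169. Of the 152 loci not called higher in the pair without azacytidine, 93 rose there too. Drawing all libraries down to 286861 transcript reads left a median of 4 of the 8 loci called (3 to 7 in 20 draws), with 0 crosswise calls in each draw, so the number of calls cannot be told apart from what the depth allows: fewer reads lower the power of the test, and this test left the role of depth open.

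The log2 ratios followed transcript length across genes, with a Spearman's rho of 0.35 for the knockdown without azacytidine, 0.12 with it, -0.24 for azacytidine and -0.31 with the knockdown. After removal of the trend, 19 of the 28 genes lower with the knockdown (67.9%, Wilson 95% interval 49.3 to 82.1) and 27 of the 51 higher (52.9%, 39.5 to 66.0) were still called. In all, 59 genes were called after the removal, 46 of them among the 79, against 27 in the crosswise pairs (two-sided exact binomial p = 0.000732, a comparison over genes, which are not independent). The trend was therefore not the whole cause of the knockdown calls. Whether it made most of the lower or most of the higher calls cannot be told apart, since both intervals include 50%. RNA length selection during library preparation may be a source, for which no value was used here.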
